# Effects of the glucagon-like peptide-1 receptor agonist liraglutide in juvenile transgenic pigs modeling a pre-diabetic condition

**DOI:** 10.1186/s12967-015-0431-2

**Published:** 2015-02-25

**Authors:** Elisabeth Streckel, Christina Braun-Reichhart, Nadja Herbach, Maik Dahlhoff, Barbara Kessler, Andreas Blutke, Andrea Bähr, Nicole Übel, Matthias Eddicks, Mathias Ritzmann, Stefan Krebs, Burkhard Göke, Helmut Blum, Rüdiger Wanke, Eckhard Wolf, Simone Renner

**Keywords:** Transgenic pig model, Type 2 diabetes, GIP receptor, GLP1 receptor agonist, Incretin-based therapeutics, Liraglutide, Adolescents, Beta-cell mass

## Abstract

**Background:**

The glucagon-like peptide-1 receptor (GLP1R) agonist liraglutide improves glycemic control and reduces body weight of adult type 2 diabetic patients. However, efficacy and safety of liraglutide in adolescents has not been systematically investigated. Furthermore, possible pro-proliferative effects of GLP1R agonists on the endocrine and exocrine pancreas need to be further evaluated. We studied effects of liraglutide in adolescent pigs expressing a dominant-negative glucose-dependent insulinotropic polypeptide receptor (GIPR^dn^) in the beta-cells, leading to a pre-diabetic condition including disturbed glucose tolerance, reduced insulin secretion and progressive reduction of functional beta-cell mass.

**Methods:**

Two-month-old GIPR^dn^ transgenic pigs were treated daily with liraglutide (0.6-1.2 mg per day) or placebo for 90 days. Glucose homeostasis was evaluated prior to and at the end of the treatment period by performing mixed meal and intravenous glucose tolerance tests (MMGTT and IVGTT). Finally animals were subjected to necropsy and quantitative-stereological analyses were performed for evaluation of alpha- and beta-cell mass, beta-cell proliferation as well as acinus-cell proliferation.

**Results:**

MMGTT at the end of the study revealed 23% smaller area under the curve (AUC) for glucose, a 36% smaller AUC insulin, and improved insulin sensitivity, while IVGTT showed a 15% smaller AUC glucose but unchanged AUC insulin in liraglutide- vs. placebo-treated animals. Liraglutide led to marked reductions in body weight gain (-31%) and food intake (-30%) compared to placebo treatment, associated with reduced phosphorylation of insulin receptor beta (INSRB)/insulin-like growth factor-1 receptor beta (IGF1RB) and protein kinase B (AKT) in skeletal muscle. Absolute alpha- and beta-cell mass was reduced in liraglutide-treated animals, but alpha- and beta-cell mass-to-body weight ratios were unchanged. Liraglutide neither stimulated beta-cell proliferation in the endocrine pancreas nor acinus-cell proliferation in the exocrine pancreas, excluding both beneficial and detrimental effects on the pig pancreas.

**Conclusions:**

Although plasma liraglutide levels of adolescent transgenic pigs treated in our study were higher compared to human trials, pro-proliferative effects on the endocrine or exocrine pancreas or other liraglutide-related side-effects were not observed.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12967-015-0431-2) contains supplementary material, which is available to authorized users.

## Background

GLP1R agonists represent a promising group of incretin-based therapeutics for type 2 diabetes [1]. Liraglutide is approved for the use in adult type 2 diabetic patients [2] and was shown to reduce body weight and improve glycemic control to a greater extent than exenatide [3-5]. Since the prevalence of type 2 diabetes is steadily increasing among adolescents while only few approved therapeutics exist, liraglutide can possibly address the unmet need for treatment of this group of patients [6]. However, effects of liraglutide on adolescents have not been systematically studied. The use of an adolescent animal model is important to gain insight into efficacy and safety of liraglutide in adolescent patients but also to evaluate possible pro-proliferative effects of incretin-based therapies in the endocrine and exocrine pancreas at a young age with presumably high cell proliferation capacity [7,8]. So far, studies in non-rodent species are rare but consistently showed no positive effect of liraglutide treatment on endocrine cell mass and proliferation rate [9-11]. Studies in numerous different rodent models that evaluated the effect of the GLP1R agonist liraglutide on beta-cell mass, proliferation and apoptosis showed variable results. While some of them revealed a substantial increase in beta-cell mass up to almost 40% and positive effects on beta-cell proliferation rate, others detected unaltered or even reduced beta-cell mass and/or proliferation rate [12-19]. But it has to be taken into account that the rodent pancreas has higher capacity for beta-cell proliferation compared to the human pancreas [20,21]. Therefore, findings in rodents do not necessarily reflect effects of liraglutide on human beta-cells. Also, rodent studies suggested a pro-proliferative influence of GLP1R agonists on the exocrine pancreas [22-24], and a recent study even reported marked expansion of exocrine tissue and a potential risk for neuroendocrine tumors in human pancreata after incretin therapy [25]. As results from rodent studies are inconsistent, studies in non-rodent species as well as cadaveric organs of patients with incretin therapy are rare, and the *in vivo* monitoring of cell proliferation in human pancreata is still challenging, studies with large animal models may improve the understanding of GLP1 analogue action on cell proliferation in the pancreas and associated side-effects. The pig is physiologically similar to human and thus has the potential to bridge the gap between rodent models and human patients [26,27]. Transgenic pigs expressing a GIPR^dn^ in their beta-cells mimic important aspects of human pre-diabetes: impaired function of the incretin hormone GIP, disturbed glucose tolerance, reduced insulin secretion, and progressive reduction of beta-cell mass [7,28]. Since the function of the GLP1R is not disturbed in this pig model [7], we performed a treatment trial with the GLP1R agonist liraglutide in order to address the following questions: 1.) How does liraglutide physiologically affect adolescent organisms? 2.) Can liraglutide maintain or expand physiological beta-cell mass? 3.) Does liraglutide induce cell proliferation in the endocrine or exocrine pancreas?

## Methods

### Animals and study design

Eighteen hemizygous GIPR^dn^ transgenic pigs [7] were randomly assigned to liraglutide treatment using prefilled pens (Victoza®, 6 mg/ml, Novo Nordisk A/S) or placebo treatment (0.9% NaCl, B. Braun), injected subcutaneously once daily for 90 days. Liraglutide doses (0.6-1.2 mg per day, Figure 1A) were based on human dosages adjusted for pig body weight. Pigs were housed in planar single pens with straw litter and had *ad libitum* access to water and a standard pig diet (see Additional file 1: Table S1 for diet composition). All animal experiments were performed in accordance with the German Animal Welfare Act and approved by the responsible animal welfare authority. Pigs were treated with liraglutide (n = 9; 5 females, 4 males) or placebo (n = 9; 5 females, 4 males) from 2 to 5 months of age. At the age of 2 months untreated GIPR^dn^ transgenic pigs show disturbed oral glucose tolerance and delayed insulin secretion, but unaltered total beta-cell volume [7]. The physiological characteristics of the pigs prior to liraglutide/placebo treatment are summarized in Table 1.

**Figure 1:**
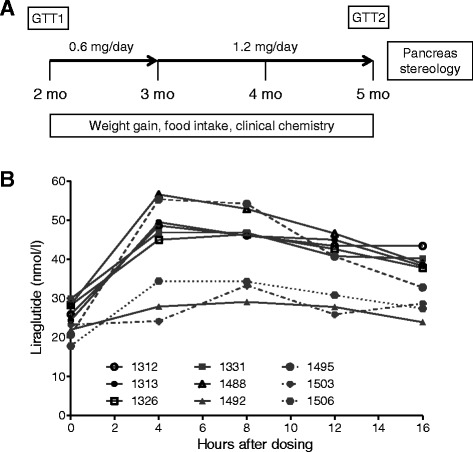
**Study design and plasma liraglutide levels. (A)** Study outline/liraglutide dosage regimen, mo = months of age, GTT = glucose tolerance testing including mixed meal glucose tolerance test (MMGTT) and intravenous glucose tolerance test (IVGTT). **(B)** Plasma liraglutide levels at the end of the treatment period in non-fasted GIPR^dn^ transgenic pigs after 1.2 mg liraglutide injection; 0 hours = point of liraglutide administration.

**Table 1:** **Physiological characteristics of GIPR** ^**dn**^ **transgenic pigs one week prior to the start of liraglutide/placebo treatment**

**Parameter**	**Control group**	**Treatment group**	**P**
	**(Placebo)**	**(Liraglutide)**	
	**n = 9**	**n = 9**	
	**4 m, 5 f**	**4 m, 5 f**	
Age [days]	60 ± 0.14	60 ± 0.14	1.00
Body weight [kg]	15 ± 1.00	16 ± 0.73	0.41
MMGTT			
AUC glucose	17839 ± 682	18375 ± 881	0.80
AUC insulin	2956 ± 187	3296 ± 261	0.30
IVGTT			
AUC glucose	13015 ± 592	12821 ± 458	0.86
AUC insulin	719 ± 69	862 ± 75	0.08

m = male, f = female, MMGTT = mixed meal glucose tolerance test, IVGTT = intravenous glucose tolerance test, AUC = area under the curve. Data are means ± SEM.

### Measurements of body weight and food intake

Body weight was determined once weekly to the nearest 0.5 kg and food intake was recorded per 3 days. Feeding efficiency corresponds to total body weight gain divided by entire food intake during the treatment period. Animals were monitored daily for side effects.

### Clinical chemistry

Blood samples were taken every month after an 18-hour fasting period. Serum was separated by centrifugation and analyzed for standard clinical-chemical parameters using an Autoanalyzer Hitachi 911® and adapted reagents from Roche Diagnostics GmbH.

### Glucose tolerance test

A mixed meal glucose tolerance test (MMGTT) as well as an intravenous glucose tolerance test (IVGTT) was performed prior to and at the end of the 90-day treatment period after an 18-hour fasting period. Central venous catheters (Cavafix® Certo®, B. Braun) were surgically inserted into the external jugular vein and the tests were performed as described previously [7]. For the MMGTT 2 g glucose/kg body weight mixed with 50-200 g pig fodder (Deuka porfina U, Deuka) depending on the body weight of the pigs were administered. For the IVGTT a bolus injection of concentrated 50% glucose solution (0.5 g per kg body weight) was administered through the central venous catheter. Liraglutide/placebo was administered 3 hours before the test. Plasma glucose/insulin levels were measured as described previously [7] and plasma glucagon levels were determined by radioimmunoassay (Millipore). The net glucose elimination rate after glucose injection was calculated as the slope for the interval 1-30 minutes after glucose injection of the logarithmic transformation of the individual plasma glucose values [29].

### Plasma liraglutide levels

At the end of the treatment period, plasma liraglutide levels were determined in non-fasted animals after injection of 1.2 mg liraglutide. Blood samples were collected at 0, 4, 8, 12 and 16 hours relative to liraglutide administration in EDTA monovettes pre-treated with diprotin A (Sigma-Aldrich) and aprotinin (Roth). Liraglutide levels were measured by Novo Nordisk A/S, using an in-house luminescence oxygen channeling immunoassay validated for pig plasma.

### Insulin sensitivity

To evaluate insulin sensitivity the HOMA-IR and the insulin sensitivity index according to Matsuda [ISI_(Matsuda)_] were calculated [30].

### Necropsy and pancreas sampling

Following the treatment period pigs were euthanized and selected organs were weighed. A subgroup of liraglutide- (n = 5) and placebo-treated animals (n = 4) was fasted for 12 hours before necropsy to assess effects on gastric emptying. The pancreas was explanted *in toto*, connective tissue was separated and the organ was weighed. Twenty pancreas samples per animal were chosen by systematic random sampling and routinely processed for paraffin histology [7]. Skeletal muscle samples were taken from the *biceps brachii* muscle, shock frozen, and stored at -80°C.

### Immunohistochemistry and quantitative-stereological analyses

For histological evaluation and quantitative-stereological analyses sections of 20 different pancreas positions were investigated. Sections were stained with hematoxylin and eosin (H&E) for detailed histological assessment by two independent pathologists. Insulin-containing cells were stained using guinea pig anti-porcine insulin antibodies (1:1000, Dako Cytomation) and goat anti-guinea pig IgG (1:100, Southern Biotech) with Vector® Red (Vector Laboratories Inc.) as chromogen. Glucagon-containing cells were stained with rabbit anti-glucagon antibodies (1:300, Dako) and goat anti-rabbit IgG (1:100, Dako) visualized with DAB (Biotrend). Mayer’s hemalum (Applichem GmbH) served as counterstain. Quantification of alpha-/beta-cell volume was carried out using the Visiomorph™ image analysis system (Visiopharm A/S). Volume densities [Vv_(alpha-cell/Pan)_, Vv_(beta-cell/Pan)_] as well as total alpha-/beta-cell volume [V_(alpha-cell, Pan)_, V_(beta-cell, Pan)_] were determined as described previously [7] and the corresponding alpha-/beta-cell volume-to-body weight ratios were calculated. Proliferation of beta-cells/acinus-cells was determined in sections co-stained with mouse anti-human Ki67 antibodies (1:8, Dako) and goat anti-mouse IgG (1:20, Dako) with BCIP/NBT Substrate Kit (Vector Laboratories Inc.) as chromogen as well as guinea pig anti-porcine insulin antibodies (1:1000, Dako) and rabbit anti-guinea pig IgG (1:100, Southern Biotech) with DAB as chromogen and Mayer’s hemalum as counterstain. Sections were systematically sampled using the stereology software newCast (Visiopharm) and cell proliferation was quantified as the number of Ki67+ labeled beta-cell/acinus-cell nuclei profiles divided by the total number of beta-cell/acinus-cell nuclei profiles counted and expressed as the number of Ki67+ labeled cell nuclei profiles per 10^5^ cell nuclei profiles.

### Western blot analyses

For protein extraction, muscle tissue was homogenized in Laemmli-extraction buffer, and the protein content was determined by the bicinchoninic acid protein assay. 40 μg of total protein was separated by SDS-PAGE and transferred to PDVF membranes (Millipore) by electroblotting. Membranes were washed in Tris-buffered saline solution with 0.1% Tween-20 and blocked in 5% w/v fat-free milk powder (Roth) for 1 h. Then membranes were washed again and incubated in 5% w/v BSA (Roth) solution with the appropriate primary antibody (Additional file 2: Table S2) overnight at 4°C. After washing, membranes were incubated in 5% w/v fat-free milk powder with a secondary antibody (donkey anti-rabbit; 1:2000; GE-Healthcare) for 1 h. Bound antibodies were detected using an enhanced chemiluminescence detection reagent (ECL Advance Western Blotting Detection Kit, GE Healthcare) and appropriate films (GE Healthcare). After detection, membranes were stripped and incubated with a second antibody. Band intensities were quantified using the ImageQuant software package (GE Healthcare).

### Statistics

All data are presented as means ± SEM. For statistical analysis, longitudinal data were square-root transformed to approximate normal distribution. Since significant deviations from normal distribution were only rarely detected (Shapiro-Wilk test in the Univariate Procedure; SAS 8.2), transformed data for body weight, food intake, glucose, insulin and glucagon levels were evaluated by ANOVA (Linear Mixed Models; SAS 8.2) taking the fixed effects of Group (liraglutide-/placebo-treated), Time (relative to glucose administration/treatment duration), and the interaction Group*Time into account. Transformed data of clinical-chemical analyses were evaluated by ANOVA (General Linear Models; SAS 8.2) taking the fixed effects of Group, Age, and the interaction Group*Age into account. AUC insulin/glucose was calculated using GraphPad Prism® software (version 5.02). AUCs and all remaining parameters were tested for significance by Mann-Whitney-*U*-test using GraphPad Prism® software. Results of Western blot analyses were related to the mean value of the placebo group (set to 1) and presented as box-plots with median. P values less than 0.05 were considered significant. Net glucose elimination rates [29] were calculated and slopes were compared using GraphPad Prism® software (version 5.02).

## Results

### Plasma liraglutide levels

Individual plasma liraglutide levels ranged between 17.8 and 56.6 nmol/l (Figure 1B). The highest mean plasma liraglutide levels were determined in the plasma sample 8 hours after application.

### Reduced body weight gain

Liraglutide-treated GIPR^dn^ transgenic pigs gained distinctly less body weight compared to their placebo-treated counterparts, resulting in a 31% reduced body weight (63.7 ± 2.4 kg vs. 91.6 ± 3.7 kg; p < 0.001) at the end of the 90-day treatment period (Figure 2A). In addition to the reduced body weight, liraglutide-treated pigs appeared slightly smaller in size and shape than the corresponding placebo-treated pigs (for representative examples, see Figure 2B).

**Figure 2:**
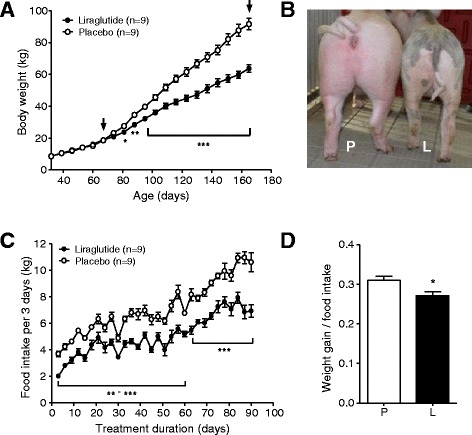
**Body weight gain and food intake in liraglutide- and placebo-treated GIPR** ^**dn**^ **transgenic pigs. (A)** Body weight gain of GIPR^dn^ transgenic pigs during pre-treatment and treatment period, black arrows indicate beginning/end of liraglutide/placebo administration. **(B)** Representative physical appearance of two female littermates (L = liraglutide-treated pig, P = placebo-treated pig) during the last third of the treatment period. **(C)** Food intake and **(D)** feeding efficiency of liraglutide- vs. placebo-treated GIPR^dn^ transgenic pigs during the treatment period, n = number of animals investigated. Data are means ± SEM. For statistical analysis (ANOVA; Linear Mixed Models; SAS 8.2), data were square-root transformed. *: p < 0.05, **: p < 0.01, ***: p < 0.001.

### Reduced food intake and feeding efficiency

Generally, pigs showed a steadily increasing food intake (Figure 2C). Nevertheless, liraglutide caused an immediate and sustained significant decrease in food intake compared to placebo, with mean differences of 30% (Figure 2C). Additionally, feeding efficiency was significantly reduced in liraglutide- vs. placebo-treated GIPR^dn^ transgenic pigs (Figure 2D).

### Health status and clinical-chemical parameters

During the treatment period, the general condition of all animals was undisturbed and adverse gastrointestinal effects like vomiting, obstipation or diarrhea were not observed. Clinical-chemical analyses revealed no differences between liraglutide- and placebo-treated GIPR^dn^ transgenic pigs in most parameters measured. However, liraglutide-treated pigs showed significantly lower serum levels of total protein (-8.6 ± 0.2%, p < 0.001), albumin (-12.7 ± 1.7%, p < 0.05) and phosphate (-11.8 ± 4.7%, p < 0.01) compared to their placebo-treated counterparts. Additionally, alkaline phosphatase (AP) activity was significantly increased in liraglutide-treated pigs (+10.4 ± 0.5%, p < 0.01) (see Additional file 3: Table S3).

### Improved oral glucose tolerance, decreased insulin secretion, and improved insulin sensitivity

GIPR^dn^ transgenic pigs allocated to the liraglutide and placebo treatment groups did not show significant differences in glucose tolerance and insulin secretion during MMGTT and IVGTT performed prior to treatment (Table 1). However, during the second MMGTT at the end of the 90-day treatment period, plasma glucose increased much less in liraglutide- than in placebo-treated pigs, resulting in a 23% smaller AUC glucose (p < 0.001, Figure 3A). Accordingly, AUC insulin of liraglutide-treated pigs was 36% reduced (p < 0.05; Figure 3B) as compared to their placebo-treated counterparts. Glucagon levels during the MMGTT were not significantly different between liraglutide- and placebo-treated animals (Figure 3C). Moreover, liraglutide markedly improved insulin sensitivity, as shown by significantly reduced HOMA-IR and increased ISI_(Matsuda)_ after the treatment period (Figure 3D). The IVGTT at the end of the treatment period revealed a 15% decreased AUC glucose in liraglutide- vs. placebo-treated animals (p < 0.01; Figure 4A). The slopes of the net glucose elimination rate for the placebo (P: -0.0274 ± 0.0014) and liraglutide (L: -0.0355 ± 0.0011) groups were significantly different (p <0.001; Figure 4A). AUC insulin did not differ between the treatment groups (p = 0.73), although insulin levels were a tendency higher at the first time points after glucose administration and significantly lower at time points 40 and 50 minutes after glucose administration in liraglutide- vs. placebo-treated animals (Figure 4B).

**Figure 3:**
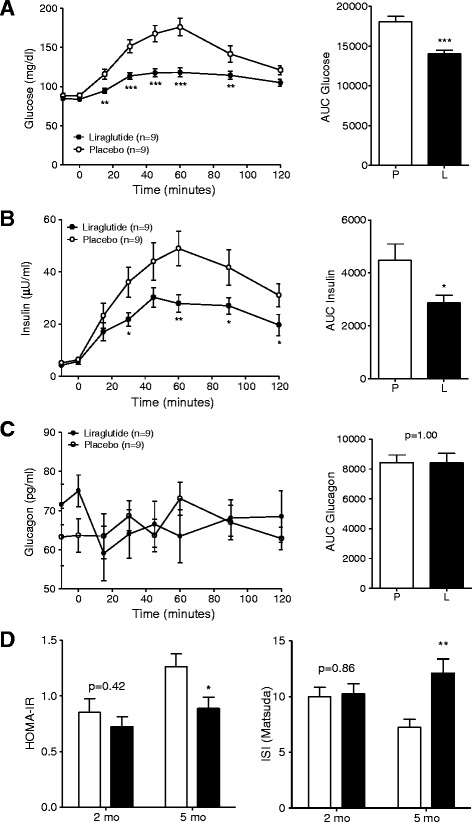
**Glucose control and insulin sensitivity during MMGTT in liraglutide- and placebo-treated GIPR** ^**dn**^ **transgenic pigs. (A)** Plasma glucose levels and AUC glucose as well as **(B)** plasma insulin levels and AUC insulin and **(C)** plasma glucagon levels and AUC glucagon during MMGTT in 18-hour fasted GIPR^dn^ transgenic pigs after the 90-day treatment period, 0 min. = point of glucose administration. **(D)** Insulin sensitivity indices prior to (2-month-old pigs) and after the treatment period (5-month-old pigs), mo = months of age, n = number of animals investigated. Data are means ± SEM. For statistical analysis (ANOVA; Linear Mixed Models; SAS 8.2), data were square-root transformed. *: p < 0.05, **: p < 0.01, ***: p < 0.001.

**Figure 4:**
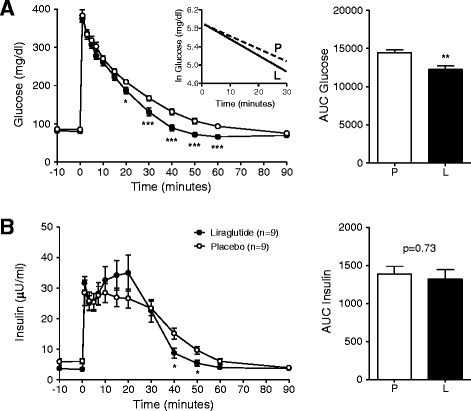
**Glucose control during IVGTT in liraglutide- and placebo-treated GIPR** ^**dn**^ **transgenic pigs. (A)** Plasma glucose levels and AUC glucose as well as **(B)** plasma insulin levels and AUC insulin during IVGTT in 18-hour fasted GIPR^dn^ transgenic pigs after the 90-day treatment period, 0 min. = point of glucose administration, n = number of animals investigated. Data are means ± SEM. For statistical analysis (ANOVA; Linear Mixed Models; SAS 8.2), data were square-root transformed. *: p < 0.05, **: p < 0.01, ***: p < 0.001. The insert in panel **(A)** shows the net glucose elimination rate after glucose injection as calculated as the slope for the interval 1–30 min after glucose injection of the logarithmic transformation of the individual plasma glucose values. The slopes of the net glucose elimination rate for the placebo (P: -0.0274 ± 0.0014) and liraglutide (L: -0.0355 ± 0.0011) groups were significantly different (p <0.001).

### Effects on gastric emptying and organ weights

Liraglutide-treated animals showed a general tendency of lower absolute organ weights, while relative organ weights tended to be increased. Absolute pancreas weight of liraglutide- and placebo-treated pigs was 104.9 ± 3.7 g and 118.1 ± 8.4 g (p = 0.260). Relative pancreas weight was significantly increased in liraglutide-treated vs. placebo-treated animals (0.165 ± 0.005 and 0.127 ± 0.005, p < 0.001). At necropsy, the stomach of 12-hour-fasted liraglutide-treated animals still contained large amounts of food, while the stomach of placebo-treated animals was empty or filled with liquid.

### Reduced total alpha-cell volume, total beta-cell volume and beta-cell proliferation, but unaltered acinus-cell proliferation

Quantitative-stereological analyses of pancreatic sections immunohistochemically stained for insulin (Figure 5A) revealed a reduced total beta-cell volume in liraglutide- vs. placebo-treated pigs with borderline significance (745.70 mm^3^ vs. 957.82 mm^3^, p = 0.062, Figure 5B). However, the total beta-cell volume-to-body weight ratio was not different between liraglutide- and placebo-treated animals (p = 0.34, Figure 5C). Total alpha-cell volume was reduced by 30% in liraglutide- compared to placebo-treated pigs (p < 0.05, Figure 5E). However, no differences were visible when alpha-cell mass was related to body weight (p = 0.93, Figure 5F). Proliferation rate of beta-cells was significantly reduced by 17% in liraglutide- vs. placebo-treated pigs (p < 0.01, Figure 5H). Acinus-cell proliferation did not differ between liraglutide- and placebo-treated animals (p = 0.86, Figure 5I). Evaluation of H&E stained pancreatic sections did not reveal histological abnormalities in the endocrine or exocrine pancreas of liraglutide-treated animals.

**Figure 5:**
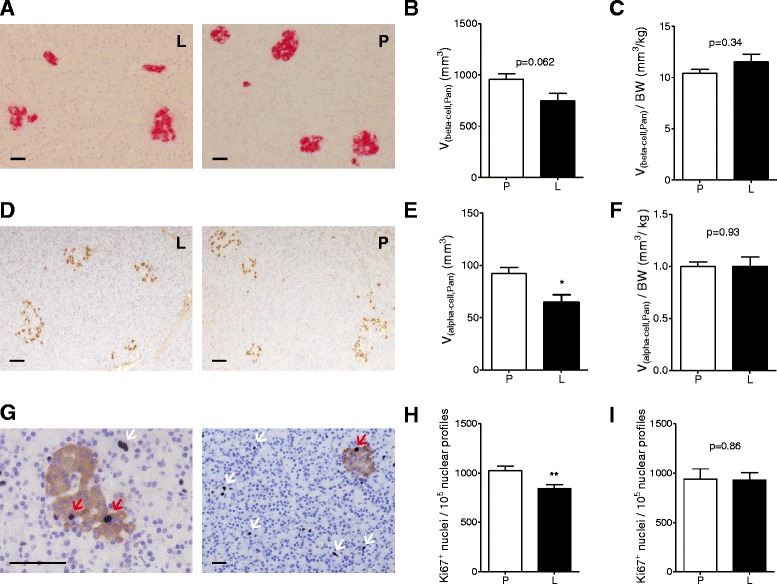
**Quantitative-stereological analyses of pancreata from liraglutide- and placebo-treated GIPR** ^**dn**^ **transgenic pigs.** Representative histological pancreas sections of **(A)** immunohistochemical staining for insulin and **(D)** glucagon as well as **(G)** double immunohistochemical staining for Ki67 (blue) and insulin (brown) of liraglutide- (L) and placebo-treated (P) GIPR^dn^ transgenic pigs, red arrow: proliferating beta-cell, white arrow: proliferating acinus-cell, scale bar = 50 μm. **(B)** Total beta-cell volume [V_(beta-cell, Pan)_] and **(C)** total beta-cell volume related to body weight [V_(beta-cell, Pan)_/BW] as well as **(E)** total alpha-cell volume [V_(alpha-cell, Pan)_] and **(F)** total alpha-cell volume related to body weight [V_(alpha-cell, Pan)_/BW]. **(H)** Beta-cell proliferation rate and **(I)** acinus-cell proliferation rate. Data are means ± SEM, *: p < 0.05, **: p < 0.01.

### Reduced activation of the growth related insulin signaling pathway in skeletal muscle

Western blot analyses investigating the growth regulating mammalian target of rapamycin (mTOR) complex including up- and downstream pathways revealed decreased phosphorylation of the INSRB/IGF1RB and AKT and increased phosphorylation of eukaryotic initiation factor 4E binding protein (4EBP1) in liraglutide- vs. placebo-treated pigs (p < 0.05, Figure 6). The phosphorylation status of mTOR, AMP-activated protein kinase (AMPK), S6 kinase 1 (S6K1) and glycogen synthase kinase 3 beta (GSK3β) was not affected by liraglutide treatment. The amount of the eukaryotic translation initiation factor 4E (elF4E) was significantly reduced in liraglutide- vs. placebo-treated animals (p < 0.05, Figure 6).

**Figure 6:**
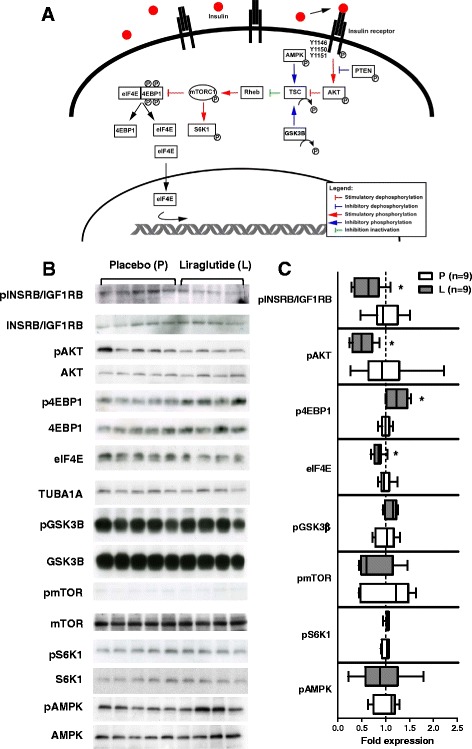
**Western blot analysis of the mTOR mediated insulin-stimulated pathway. (A)** Overview of the growth-regulating mTOR signaling pathway. **(B)** Western blot analyses of protein extracted from skeletal muscle showing blots of phosphorylated (upper panel) and not phosphorylated (lower panel) up- and down-stream regulators of the mTOR pathway in liraglutide- (left side of the blot) and placebo-treated (right side of the blot) GIPR^dn^ transgenic pigs. For elF4E not phosphorylated molecule (upper panel) is referred to tubulin (lower panel). **(C)** Quantitative analysis of Western blot signals, results are expressed as ratio of phosphorylated to not phosphorylated regulator and for eIF4E as absolute fold expression, related to the mean value of the placebo group, respectively, and presented as box plots with median, n = number of animals investigated, black plots = liraglutide-treated animals, white plots = placebo-treated animals, * = p < 0.05.

## Discussion

The present study evaluated the effect of a 90-day liraglutide treatment on growth, food intake, glycemic control, as well as endocrine and exocrine pancreas in adolescent transgenic pigs showing key characteristics of a pre-diabetic state. Liraglutide was the GLP1R agonist of choice as it improved glycemic control in adult type 2 diabetic patients more effectively than exenatide [4,5].

In contrast to clinical trials with adult type 2 diabetic patients that report weight loss of few percent [3], the body weight gain reducing effect in adolescent pigs was markedly more pronounced. This may be due to several factors: First, plasma liraglutide levels of pigs used in the present study were higher than in humans treated with the same dose (1.2 mg), most likely due to the higher overall bioavailability of liraglutide in pigs [2]. Additionally, the GIPR^dn^ transgenic pig model shows a compensatory enhanced effect to exendin-4 during stimulation tests and thereby seems to be especially sensitive to GLP1 [7]. Furthermore it has to be taken into account that adolescent organisms could be more sensitive to GLP1R agonist treatment compared to adult subjects. Human clinical studies investigating the influence of liraglutide in adolescents are rare and only outcomes from small clinical trials are available to date, despite of a steadily increasing prevalence of type 2 diabetes in youth [6,31]. One study in adolescent type 2 diabetic subjects treated with liraglutide did not detect alterations in body weight [32] while a case report noted a slight weight increase after 2 months of liraglutide treatment [33]. Due to the relatively slow growth of human adolescents, effects of liraglutide on growth and weight gain are unlikely to be detected during short treatment periods of two months or less. In contrast, growth and weight gain of young pigs is fast and continuous [34], thus providing a sensitive test system for detecting growth related drug effects within a reasonable period of time. Nevertheless translation of findings of the present study to adolescent type 2 diabetic patients is limited by the fact that the dose of liraglutide was higher than in previous studies in pigs [35,36], resulting in higher plasma liraglutide levels compared to human trials [2]. Further, the pigs used in the present study were not obese, while most adolescent type 2 diabetic patients show concomitant obesity, which may further decrease liraglutide levels and modulate its biological effects.

The reduced food intake observed in liraglutide-treated pigs is probably due to the known ability of liraglutide to delay gastric emptying [13,35,36]. Notably, after a 12-hour fasting period at the end of the 90-day treatment, liraglutide-treated pigs still had large amounts of food in their stomach, excluding adaptation of stomach emptying against liraglutide treatment or even tachyphylaxis. Our observations in the juvenile pig model contrast studies in young rats suggesting delayed gastric emptying as an acute effect of liraglutide treatment [37]. Reduced food intake may lead to a condition of undernutrition in the period of rapid growth as supported by reduced serum total protein and albumin concentrations. Significantly reduced serum phosphate concentrations in liraglutide-treated pigs may point to an effect on bone growth and/or metabolism, which is in line with the smaller appearance of the liraglutide-treated animals. In addition, liraglutide significantly reduced feeding efficiency, indicating a lower capability to dispose the food taken up. Studies in rodents suggested that liraglutide treatment increases energy expenditure [38,39], which remains to be determined in our pre-diabetic pig model.

Reduced insulin secretion in liraglutide-treated pigs corresponds to markedly decreased AUC glucose during MMGTT, most likely due to impaired gastric emptying and therefore delayed intestinal absorption of glucose [36,40]. Although liraglutide is a potent GLP1R agonist, it is likely that its insulinotropic effect depends on elevated glucose levels, as described for GLP1 [41]. Additionally, insulin sensitivity was – in accordance with findings in rodent and pig models [13,35,38,39,42] and with clinical studies [43] - significantly improved by liraglutide treatment, reducing the amount of insulin required for glucose disposal. This is also supported by the improved intravenous glucose tolerance observed in liraglutide-treated pigs. However, since our study did not include a weight-matched control group, we cannot exclude that the improved insulin sensitivity of the liraglutide-treated pigs is – at least in part – due to their reduced body weight gain.

The markedly reduced insulin secretion observed during MMGTT, which mimics normal food intake, may also have contributed to impaired body weight gain. This is supported by the fact that *INS*^C94Y^ transgenic pigs, which exhibit reduced insulin secretion, also show a markedly reduced body weight gain [44]. To address this hypothesis, we first performed holistic transcriptome analyses (available at Gene Expression Omnibus, record GSE56427) of *biceps brachii* muscle samples using Affymetrix custom Gene ST arrays (SNOWBALLs520824F) as previously described [28]. 

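The arrays covered *biceps brachii* muscle of 8 liraglutide- and 8 placebo-treated GIPR dn transgenic pigs, pigs that express a dominant-negative receptor for the incretin hormone GIP. Each pig gave 1 array, so the pigs are the replicates. The animals were 5 months old and had received liraglutide, a GLP-1 receptor agonist, or placebo for 90 days. The paper gives the daily dose as 0.6 to 1.2 mg, whereas the sample labels give an upper dose of 1.8 mg. Sex is not labelled per pig, and neither is whether a pig belonged to the subgroup fasted before necropsy, so neither could enter a comparison. The pig numbers fall into a range A (3 liraglutide and 5 placebo pigs) and a range B (5 liraglutide and 3 placebo pigs), which the labels do not explain.

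The deposited table holds 1 value per probe and array for 24219 probes. RNA was extracted with Trizol and labelled with the NuGen Applause WT-Amp ST system, and the submitters' processing notes name Affymetrix Power Tools. The values lie between 2.49 and 14.13 and were read as log2 expression. The medians of the 8 liraglutide arrays were 7.36, 7.40, 7.39, 7.42, 7.37, 7.36, 7.40 and 7.36 (pigs 1313, 1326, 1331, 1488, 1492, 1495, 1503 and 1506). Those of the 8 placebo arrays were 7.40, 7.37, 7.41, 7.41, 7.39, 7.35, 7.39 and 7.39 (pigs 1311, 1315, 1316, 1317, 1323, 1497, 1502 and 1505). The arrays thus had near-equal medians, but their spread was not equal. The lower quartiles lay between 6.57 and 6.61 on liraglutide and between 6.60 and 6.64 on placebo. The upper quartiles lay between 8.09 and 8.15 on liraglutide and between 8.03 and 8.11 on placebo. Values thus tended to spread more widely on the liraglutide arrays. The log base is inferred from the values, and the method of normalization and any centring stay unknown. The correlation between arrays ranged from 0.959 to 0.982, so none repeats another. Of the probes, 11999 have 1 gene symbol, 458 have several and 11762 have none in the annotation used. The named probes cover 11179 genes.

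Each probe was tested with limma (linear model and moderated variance, two-sided, Benjamini-Hochberg adjustment over all probes) without further normalization. The standard error of a log2 fold change had a median of 0.08, and its 95% confidence interval a median half-width of 0.18, which is a 1.13-fold change. Arrays were simulated from the same means and variances, with 200 changed probes and noise drawn independently for each probe. Correlation between probes was thus left out. In these arrays the test recovered 7.5% of changes of 1.2-fold and 86% of changes of 1.5-fold. For 2-fold changes it recovered 95%, and for 3-fold changes 98.5%. The number of arrays limits this precision.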

Skeletal muscle was chosen as a primary target tissue for insulin actions [45] and a major constituent of pig body weight. 

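Genes of muscle fibre type, mitochondrial and lipid metabolism, growth factors and other cell types were compared as lists, liraglutide minus placebo. The genes named for each list, here and below, are its 2 members with the smallest p in these data and genes chosen beforehand. They need not be typical of their list. Of 10 measured genes of slow (type I) fibres, 0 passed limma, with 0 at an unadjusted p under 0.05, and the list had a median log2 fold change of -0.08. MYL2, the slow myosin light chain, had a log2 fold change of -0.14 and CA3, a carbonic anhydrase, of -0.07. Slow myosin MYH7 was at 12.13 ± 0.51 (SD, n = 8 pigs) on liraglutide and 12.22 ± 0.35 (SD, n = 8) on placebo. Among 13 fast (type II) fibre genes the median was 0.07, with ACTN3, fast alpha-actinin, at 0.26 and MYBPC2, fast myosin-binding protein C, at 0.25. ACTN3 was at 0.42 within range A of the pig numbers and 0.05 within range B, and MYBPC2 at 0.33 and 0.08. MYH1, a fast myosin heavy chain, was at 13.16 ± 0.15 and 13.10 ± 0.15 (SD, n = 8 each). The camera set test gave an adjusted p of 0.561 for slow and 0.106 for fast fibre genes. The fast fibre list was called higher without liraglutide-treated pig 1492 (adjusted p = 0.00838) and without placebo-treated pigs 1497 (0.0268) or 1502 (0.0329). It was also called within range A of the pig numbers (0.0236) and without the 3 pigs with liver or kidney transcripts (0.0431, chosen after seeing the data), in a range over all settings from 0.00838 to 0.853. Its score difference was 0.13 within range A and 0.02 within range B.

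The 31 genes of oxidative phosphorylation and the citrate cycle had a median log2 fold change of 0.04 (camera adjusted p = 0.182), with the respiratory chain subunit NDUFA8 at 0.36 and the ATP synthase subunit ATP5B at 0.18. This list was called higher without liraglutide-treated pig 1488 (adjusted p = 0.00428) or 1503 (0.0181) and without placebo-treated pig 1316 (0.0382) or the 3 pigs (0.0215), in a range over all settings from 0.00428 to 0.996. The 26 genes of fatty acid oxidation, a program raised in fasted muscle, had a median of -0.01 (adjusted p = 0.440), and quantile normalization of the arrays gave a call of lower (adjusted p = 0.0437), as did range A alone (0.0236), in a range over all settings from 0.0236 to 0.852. Its score difference was -0.09 within range A and 0.07 within range B. Its members with the smallest p were ACADM (-0.13), an acyl-CoA dehydrogenase, and UCP3 (-0.16), a mitochondrial uncoupling protein. UCP3 was at -0.25 within range A and -0.04 within range B. PDK4, which holds back glucose oxidation during fasting, was at 12.32 ± 0.30 on liraglutide and 12.40 ± 0.33 on placebo (SD, n = 8 each). ANGPTL4, an inhibitor of lipoprotein lipase, had a log2 fold change of -0.18, but -0.35 within range A and 0.03 within range B. The 14 genes of lipid synthesis had a median of 0.03, a mean of 0.02 and a camera direction of lower (adjusted p = 0.963), with ACACB at 0.18, INSIG1 at -0.09 and the desaturase SCD at 0.07. The log2 fold change of SCD was 0.65 within range A and -0.48 within range B.

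The 21 genes of growth hormone, IGF and myostatin signaling had a median log2 fold change of 0.04 (adjusted p = 0.632), with the growth hormone receptor GHR at 0.19 and IGF1R at 0.18. IGF1 was at 0.09. MSTN, the growth inhibitor myostatin, was at 0.05 over all pigs but at -0.00 within range A, -0.11 within range B and -0.05 with the range as a block. Its sign also turned without liraglutide-treated pig 1503 (-0.02) and without placebo-treated pigs 1316 (-0.03) or 1317 (-0.05). The 33 genes of the extracellular matrix had a median of 0.07 (adjusted p = 0.561). COL1A1 was at 0.27, although its 2 probes gave 0.05 and 0.27. PLOD1, a collagen-modifying enzyme, was at -0.17 with a further probe at 0.00, and COL3A1 was at -0.09. Satellite cell and myogenesis genes (14 measured) had a median of 0.03 (adjusted p = 0.736), with MEF2C at 0.27 and HEY1 at 0.23. The 15 cell cycle genes had a median of -0.02 (adjusted p = 0.561), with AURKA at -0.18 and CCNB2 at -0.09. The 14 genes of the amino acid response had a median of 0.00 (adjusted p = 0.906), with ATF4 at 0.24, SLC38A2 at -0.21 and ASNS at 0.33. ASNS was at 1.10 within range A and -0.49 within range B, and SLC38A2 at -0.35 and 0.00 (-0.15 over all pigs by its other probe). Glucocorticoid and clock genes (16 measured) had a median of 0.08 (adjusted p = 0.561), with NPAS2 at -0.15 and NR3C1, the glucocorticoid receptor, at 0.17. Immediate early and heat shock genes (16 measured) had a median of 0.07 (adjusted p = 0.813), with DNAJB4 at 0.13 and HSPD1 at -0.10.

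The mix of cells in the sample was also compared. The list drawn up for fat cells (12 measured genes) had a median of -0.03 (adjusted p = 0.632). It had TUSC5 at 0.16, ADIPOR2, an adiponectin receptor, at -0.23 and LEP, leptin, at -0.16. LEP was at -0.34 within range A and 0.09 within range B, and ADIPOR2 at -0.34 and 0.00. The other probe of ADIPOR2 gave -0.08 over all pigs. The 12 fibroblast markers had a median of 0.01 (adjusted p = 0.999), with LUM at -0.19 and MFAP5 at 0.18. The 12 markers of blood vessels had a median of -0.00, a mean of 0.01 and a camera direction of higher (adjusted p = 0.999), with FLT1 at 0.23 and RGS5 at -0.17. FLT1 was at -0.00 within range A and 0.44 within range B, and MFAP5 at -0.03 and 0.28. Nerve markers (6 measured) had a median of -0.07 (adjusted p = 0.125) and were called lower without placebo-treated pig 1316 (adjusted p = 0.0382) or the 3 pigs (0.0215, the smallest in a range up to 0.535), with SOX10 at -0.15 and GFAP at -0.08. The 5 measured genes of the list of incretin, glucagon and other hormone receptors had a median of 0.07 (adjusted p = 0.561). Its members with the smallest p were ADRB1, an adrenergic receptor, and ADIPOR1, an adiponectin receptor, both at 0.07. GLP1R, the receptor of liraglutide, was at 7.64 ± 0.10 and 7.65 ± 0.12 (SD, n = 8 each), and without a background measure it is not known whether this is a signal of the transcript. None of these single genes passed limma over all probes. Single pigs stood apart from their group in INSIG1 (1497), HSPD1 and ADRB1 (both 1488). The sign also differed between ranges A and B for COL3A1 (0.03 and -0.15), CA3 (-0.11 and 0.03), MYH7 (-0.01 and 0.06, and 0.06 without liraglutide-treated pig 1503) and GLP1R (0.02 and -0.05). So did that of the scores of the slow fibre (-0.09 and 0.13), amino acid (0.15 and -0.11), fat cell (-0.06 and 0.06), fibroblast (-0.03 and 0.08) and blood vessel lists (-0.05 and 0.07). The growth factor (0.05 and -0.00) and lipid synthesis scores (0.06 and -0.00) differed in sign too, with values near 0 in range B. No probe's difference between the ranges passed limma's interaction test (smallest adjusted p = 0.705). Single pigs moved some values by over 1.5 times, and the following are without the pig whose absence brought each nearest to 0 or turned it most. Among liraglutide-treated pigs, MYL2 was at -0.02, PDK4 at -0.00 and MFAP5 at 0.05 without 1503, and LUM at -0.10, HSPD1 at -0.07 and ADRB1 at 0.03 without 1488. IGF1 was at 0.01 and FLT1 at 0.14 without 1492, RGS5 at -0.11 and ADIPOR1 at 0.04 without 1506, SCD at 0.01 without 1326 and COL3A1 at -0.05 without 1495. Among placebo-treated pigs, ASNS was at 0.13 and NR3C1 at 0.11 without 1315, SLC38A2 at -0.14 and CA3 at -0.03 without 1317, ADIPOR2 at -0.14 without 1311, ANGPTL4 at -0.11 without 1316 and MYH1 at 0.02 without 1323. When p was adjusted over the list alone, 1 gene of oxidative phosphorylation passed and 0 of the other lists named here.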

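No single transcript passed the test between liraglutide- and placebo-treated pigs. By a test on gene lists, ribosomal protein and translation genes were higher on balance with liraglutide (median log2 fold change 0.10), as were genes of glucose uptake, glycogen and glycolysis (0.12), insulin receptor to mTOR signaling (0.09) and FOXO-driven muscle atrophy and autophagy (0.06). Markers of macrophages, lymphocytes and other immune cells were lower on balance (-0.07). These are the 5 lists, of 22 tested, with an adjusted p under 0.05 from limma's camera test, which compares a list with all other genes under a preset inter-gene correlation of 0.01. With an estimated correlation 0 of the 22 lists passed (smallest adjusted p = 0.123). Of 100 splits of the 16 pigs into 8 and 8, 21 called as many lists, the real one included. Within range A of the pig numbers 3 of the 5 calls were kept and within range B 0.

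For insulin signaling, the pathway from the insulin and IGF receptors through AKT to mTOR, 26 of 33 measured genes had a positive log2 fold change and 7 a negative one. None passed limma over all probes (6 higher and 0 lower at an unadjusted p under 0.05), and 0 passed when adjusted over the list alone. The camera adjusted p was 0.00165, or an adjusted p of 0.123 with an estimated correlation. The list's score, the mean deviation of its genes from their median, was 0.05 ± 0.04 on liraglutide and -0.04 ± 0.06 on placebo (SD, n = 8 pigs each). It lay above the placebo median in 8 of 8 liraglutide-treated pigs (two-sided exact permutation p = 0.00155, adjusted p = 0.0342 over the 22 lists). That test leaves out the number ranges. Within range A the score difference was 0.09 (exact permutation p = 0.0536) and within range B 0.06 (p = 0.0893), where the list's median was 0.05 and it was not called. INSR, the insulin receptor, was at 8.51 ± 0.39 on liraglutide and 8.11 ± 0.19 on placebo (SD, n = 8 each). This is a log2 fold change of 0.40 (standard error 0.14, exact permutation p = 0.0197, limma adjusted p = 0.440), 0.36 within range A (exact permutation p = 0.107) and 0.54 within range B (p = 0.0893), and its 3 probes lay between 0.29 and 0.40. PDPK1, the kinase that activates AKT, had a log2 fold change of 0.36 (standard error 0.11, limma adjusted p = 0.427), 0.19 within range A and 0.45 within range B. MTOR was at 0.17, its activator RHEB at 0.22 and IGF1R at 0.18, with limma adjusted p values of 0.446, 0.460 and 0.467. MTOR was at 0.10 within range A and 0.19 within range B, and RHEB at 0.40 and 0.02. EIF4E was at 0.11, GSK3B at 0.09, TSC1 at 0.06, TSC2 at -0.02, IRS1 at 0.03, PRKAA2 at -0.06 and RPS6KB1 at -0.06. The sign of EIF4E and IRS1 differed between ranges A (0.29 and -0.08) and B (-0.11 and 0.10). That of IRS1 also turned without liraglutide-treated pigs 1488 (-0.01) or 1506 (-0.03) or placebo-treated pig 1323 (-0.00), and that of TSC2 without liraglutide-treated pigs 1313 (0.00) or 1495 (0.01) or placebo-treated pig 1315 (0.01). Without liraglutide-treated pig 1326 EIF4E was at 0.06 and TSC1 at 0.02, without 1331 PRKAA2 at -0.04, without 1488 RPS6KB1 at -0.03 and without 1492 GSK3B at 0.03 (0.01 within range B). AKT1, PRKAA1 and EIF4EBP1, which encodes 4EBP1, have no probe with 1 symbol here.

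Of 40 ribosomal protein and translation genes, 37 had a positive log2 fold change. None passed over all probes and 2 passed when adjusted over the list alone (camera adjusted p = 2.99e-07, adjusted p = 0.202 with an estimated correlation). RPS16 was at 0.45, although its other probe gave 0.07, and EEF1G, an elongation factor subunit, was at 0.24. RPS16 was at 0.59 within range A and 0.20 within range B, and EEF1G at 0.27 and 0.17. This list's score difference was 0.17 within range A (exact permutation p = 0.0179) and 0.01 within range B (p = 0.75), where it depended on single pigs (0.07 without placebo-treated pig 1502 and -0.03 without 1497). Its median of 0.10 was 0.16 within range A, 0.02 within range B and 0.06 with the intensity trend of each array removed, a choice made after seeing the data. Of 29 genes of glucose use, 20 were positive, 0 passed over all probes and 2 passed when adjusted over the list alone (camera adjusted p = 0.000340, adjusted p = 0.318 with an estimated correlation). The score difference was 0.15 within range A (exact permutation p = 0.0893; 0.09 without placebo-treated pig 1323) and 0.05 within range B (p = 0.321; 0.02 without liraglutide-treated pig 1506). Its median of 0.12 was 0.07 without liraglutide-treated pig 1503 or placebo-treated pig 1323, 0.08 after quantile normalization, 0.07 with the intensity trend of each array removed (chosen after seeing the data) and 0.03 within range B. PFKFB1, a regulator of glycolysis, was at 0.47. HK2, the hexokinase of muscle, was at 0.31 (standard error 0.09, exact permutation p = 0.00715, limma adjusted p = 0.427), 0.20 within range A (exact permutation p = 0.0893) and 0.30 within range B (p = 0.0536). The glucose transporter SLC2A4 was at 0.18, 0.08 within range A and 0.19 within range B. Of 32 atrophy and autophagy genes, 25 were positive, and 0 passed over all probes or when adjusted over the list alone. The camera adjusted p was 0.00321, or an adjusted p of 0.288 with an estimated correlation. Quantile normalization ended this call (adjusted p = 0.0660), as did the fit to brighter probes alone (0.0884), in a range over all settings from 0.000691 to 0.288. The score difference was 0.08 within either number range (exact permutation p = 0.143 in each), but 0.05 within range A without placebo-treated pig 1323 and 0.02 within range B without placebo-treated pig 1497, and the median of 0.06 was 0.10 within range B. MAP1LC3B, an autophagosome protein, was at 0.29, the proteasome subunit PSMD11 at 0.23 and the muscle ubiquitin ligase FBXO32 at 0.43 (standard error 0.15, exact permutation p = 0.0200, limma adjusted p = 0.430; 0.42 within range A and 0.32 within range B). Of 19 immune markers, 16 were negative, 0 passed over all probes and 1 passed when adjusted over the list alone (camera adjusted p = 0.00367, adjusted p = 0.123 with an estimated correlation). The score difference of -0.09 had an exact permutation p of 0.159, and it was -0.07 within range A and -0.12 within range B (p = 0.179 and 0.393). Without placebo-treated pig 1502 it was -0.04 over all pigs and 0.02 within range B, without placebo-treated pig 1505 it was -0.22 within range B, and without liraglutide-treated pig 1331 -0.04 within range A. The median of -0.07 was -0.11 over the brighter probes. PTPRC, the leukocyte antigen CD45, was at -0.37 and IL6 at -0.18. Pig 1502 had an immune score of 0.36 and a skin marker score of 0.73, and the immune scores of the other placebo-treated pigs lay between -0.10 and 0.11.

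Over all 24219 probes, 0 were higher and 0 lower at an adjusted p under 0.05 (limma, smallest adjusted p = 0.420). An exact Mann-Whitney U test, the kind of test the Statistics section names for remaining parameters, also gave 0 (smallest adjusted p = 0.379). With these group sizes its p cannot lie below 0.000155, so a few probes alone could not pass, and this 0 adds little. At an unadjusted p under 0.05 limma counted 1094 probes higher and 1102 lower, against 1211 expected by chance in all, and the Mann-Whitney test 2192. Of 100 splits of the 16 pigs into 8 and 8, a test fixed beforehand, 3 gave a limma count as large as the real 2196, the real one included (highest other 2763). These splits ignore the number range. With the range as a block, limma counted 1762. Of 100 splits that keep each range's group sizes, a choice made after seeing the data, 12 gave a count as large (highest other 3366). Chance thus cannot be excluded for the excess. Among named probes the smallest p values upward were those of RPS16, the transcription factor SP4 (0.38), the protocadherin PCDH7 (0.52), PFKFB1 and GAPVD1 (0.32, other probe 0.21). Downward they were those of the T cell adaptor SKAP1 (-0.36), CCDC173 (-0.39), the cytochrome P450 gene CYP2J34 (-0.61), IAPP (-0.25) and the probe annotated to MIR328 (-0.44). Each had a limma adjusted p of 0.420. SKAP1, CCDC173, CYP2J34 and IAPP had placebo means of 5.90, 4.73, 6.64 and 5.80, below the array medians of 7.35 to 7.42. IL6 (6.51) and LEP (6.72) lay below them too. Without a background measure it is not known whether such values are signals of the transcripts. Single pigs stood apart from their group in GSK3B (1492) and CCDC173 (1313). Liraglutide treatment accounted for 7.95% of the variance over all probes (exact permutation p = 0.0889, 12870 splits), beside a median of 6.57% over all splits and 8.17% for the number range. The share computed within the ranges was 7.20% (exact permutation p = 0.264 over splits that keep each range's group sizes). Over the brighter probes alone, those above the median level, the share was 9.03% (exact permutation p = 0.0491), and without placebo-treated pig 1505 it was 9.27% (exact permutation p = 0.0258). Liver transcripts were high in pigs 1316, 1497 and 1326 (liver scores 1.47, 1.13 and 0.53), and without these 3 pigs, a choice made after seeing the data, 0 probes passed, 5 lists were called higher and 2 lower. The paper used these arrays to address whether reduced insulin secretion contributed to the lower weight gain, and names for them no test beyond its general Statistics section, which sets a threshold of 0.05. It refers to an earlier article for the array analyses, and any test described there is not known here.

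**Figure D1:**
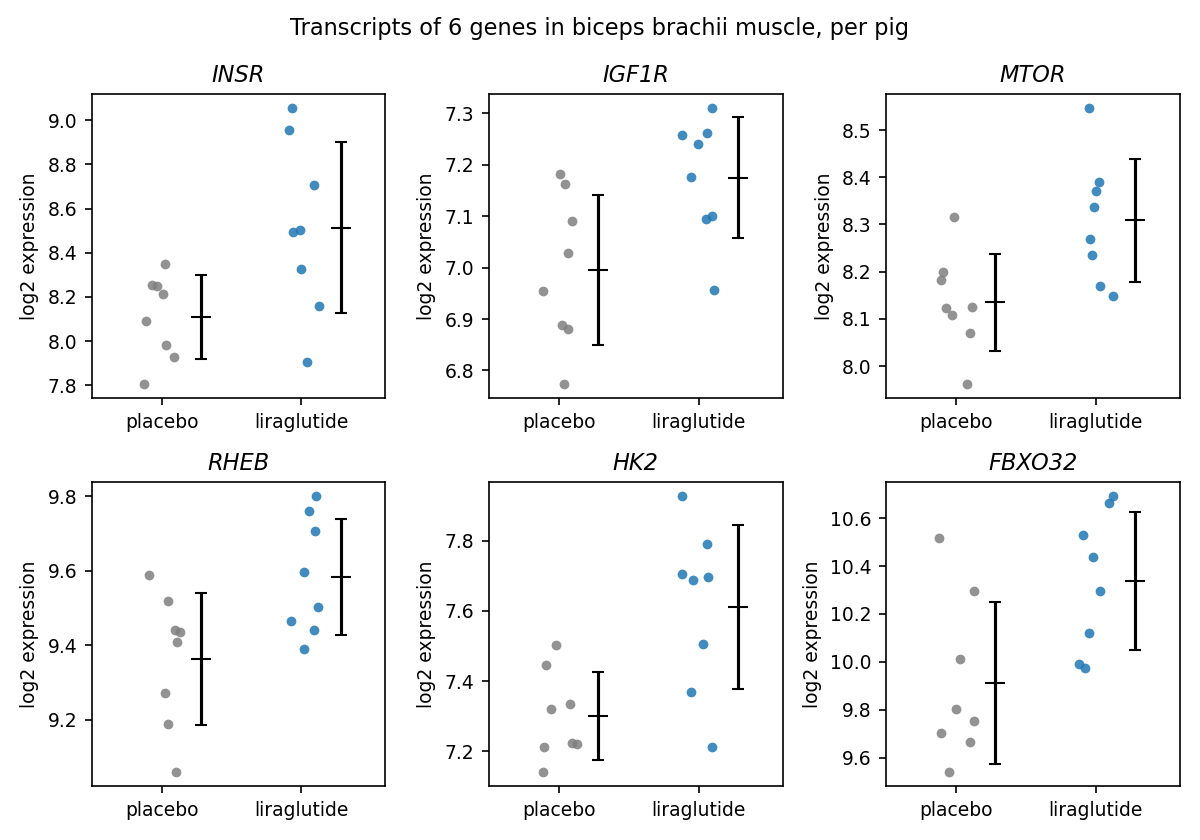
Log2 expression of INSR, IGF1R, MTOR, RHEB, HK2 and FBXO32 per pig (points) in 8 placebo- and 8 liraglutide-treated pigs, with the mean and SD as bars. Of the 27 measured genes named beforehand, these are the 6 with an unadjusted limma p under 0.05. They were thus picked on these same data, and none passed limma over all probes. The groups overlap in each panel, and the mean of INSR is 8.11 on placebo and 8.51 on liraglutide.

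**Figure D2:**
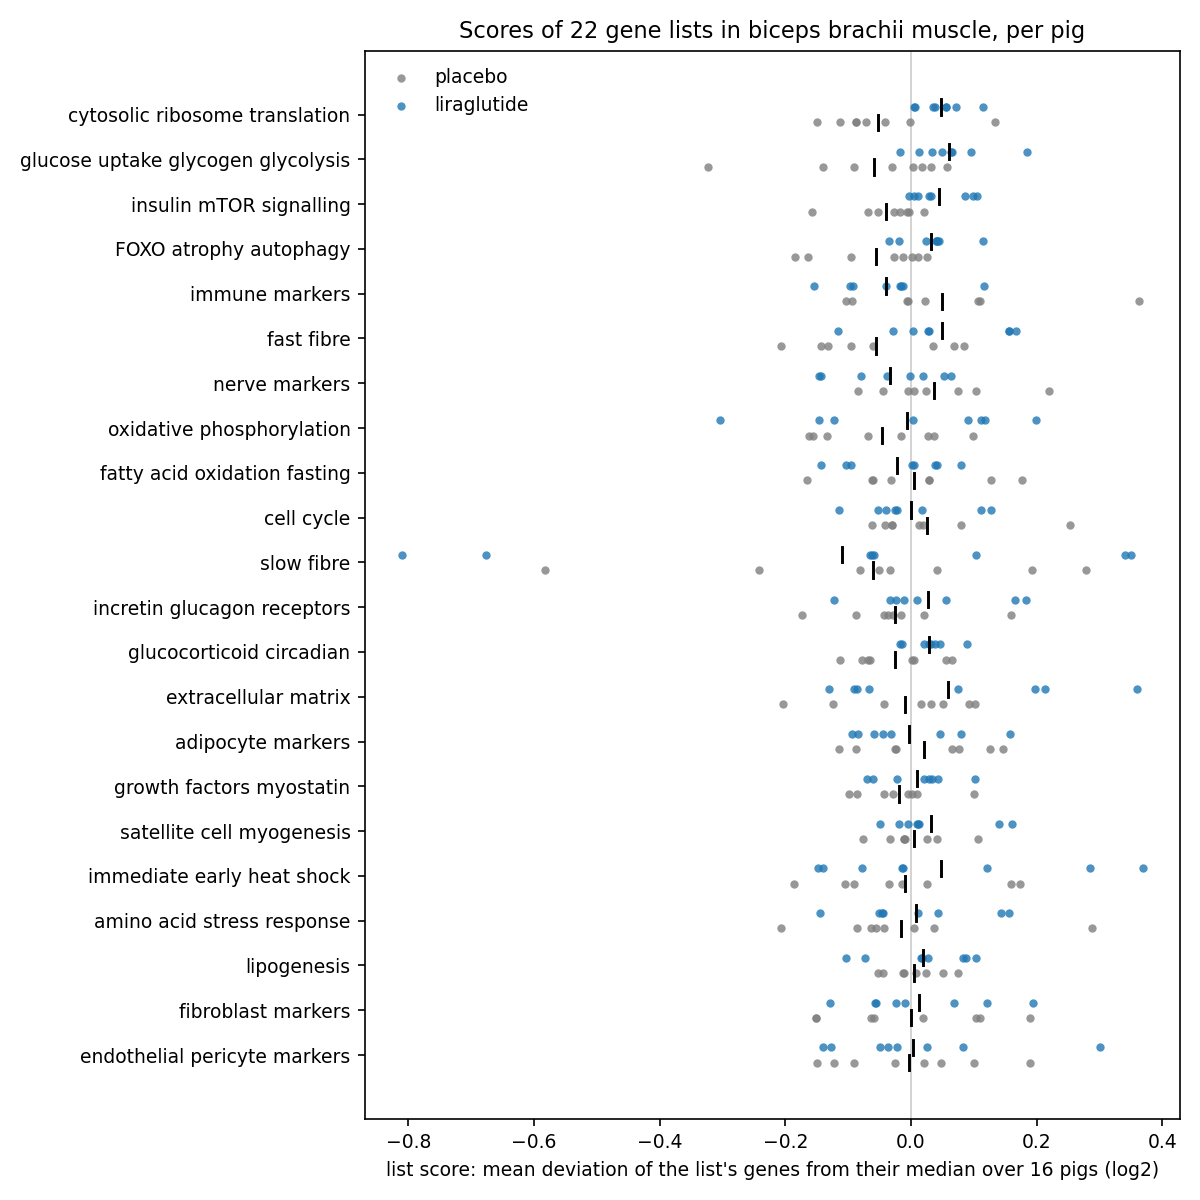
Scores of the 22 tested gene lists per pig (points, log2, mean deviation of a list's genes from their median over the 16 pigs), ordered by camera p, with group means as vertical bars. In the insulin and mTOR list the means are -0.04 on placebo and 0.05 on liraglutide, and slow fibre scores spread from -0.81 to 0.35.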

Our analysis revealed some sex-dependent transcriptome differences but no effects related to liraglutide treatment/reduced insulin secretion were found. To determine the phosphorylation status of proteins of the insulin signaling pathway which are known to regulate growth and to be modulated by insulin and nutrient uptake, we performed Western blot analyses [46,47]. Liraglutide treatment and concomitantly reduced insulin levels resulted in reduced phosphorylation of INSRB/IGF1RB and AKT. Although there was no significant change in the phosphorylation status of mTOR, we observed increased phosphorylation of the downstream regulator 4EBP1, which releases eIF4E, allowing initiation of translation [46,48]. Nevertheless, the level of free eIF4E was reduced in liraglutide-treated animals. Taken together, these findings point to reduced activation of the insulin signaling pathway in skeletal muscle of liraglutide- compared to placebo-treated pigs [46-48].

In the present study, liraglutide treatment did not stimulate beta-cell proliferation or increase total beta-cell mass in comparison to placebo treatment. This contrasts rodent studies reporting an increase in beta-cell mass after liraglutide treatment, going along with enhanced beta-cell proliferation and/or decreased beta-cell apoptosis [12-14]. These studies showed that two weeks of liraglutide administration (200 μg/kg twice daily) in diabetic *db/db* mice causes a beta-cell volume increase of about 35%, accompanied by an enhanced beta-cell proliferation rate [12,14]. Two weeks of liraglutide treatment (200 μg/kg twice daily) resulted in a 30% increased beta-cell volume going along with improved beta-cell proliferation in normoglycemic *m/m* mice [14], and six weeks of liraglutide treatment (30 μg or 150 μg twice daily) provoked increased beta-cell volume in Zucker diabetic fatty rats [13]. However, findings in rodent studies show a broad variability, as the same animal strains treated with lower dosages or exhibiting a different metabolic status show unaltered or even reduced beta-cell volume after liraglutide treatment [12,13,38,42]. This suggests strong influence of variable parameters like strain, age, metabolic status and glycemic control, duration of treatment and dosage that may altogether modulate the effect of liraglutide treatment on the rodent organism [12]. Additionally, it has to be taken into account that the rodent pancreas shows higher capacity for beta-cell proliferation compared to the human pancreas [20,21], and that – due to the shorter half-life of liraglutide in rodents (4-8 h) vs. humans (13-15 h) and pigs (14 h) [2] – liraglutide was administered twice daily in rodents. Studies investigating the effect of GLP1R agonists in non-rodent models like pigs or monkeys are rare, however provide more consistent results. In pancreaticoduodenectomized Yucutan miniature pigs that received an infusion of a marginal mass of pancreatic islets into the portal circulation, a six-week administration of liraglutide (20 μg/kg maintenance dose) could improve metabolic function of the animals, but the quantitative proportion of beta-cells in the transplanted islets did not differ between liraglutide- and placebo-treated animals [11]. Additionally, long-term studies in *Cynomolgus* monkeys (52-week duration using a dose up to 5 mg/kg/day) resulted in unaltered endocrine cell mass and proliferation rate [9,10].

Liraglutide-treated pigs of the present study exhibited only a moderate increase in plasma glucose after food intake, reducing the demand for insulin secretion and beta-cell proliferation. When related to body weight, total beta-cell mass was not different between liraglutide- and placebo-treated pigs which is in accordance with previous reports describing a linear correlation between beta-cell mass and body weight in rats and pigs [49,50].

Total alpha-cell mass was significantly reduced in liraglutide- vs. placebo-treated GIPR^dn^ transgenic pigs, while alpha-cell distribution was not different between liraglutide/placebo treatment. This is not in agreement with the increase of alpha-cell mass and abnormal alpha-cell distribution seen in pancreata of type 2 diabetic patients after incretin therapy [25]. The authors suggested reduced glucagon secretion induced by GLP1R agonist treatment as a fundamental reason [25]. However, in our study glucagon levels in liraglutide-treated pigs did not differ from those of placebo-treated pigs. Additionally, our finding reproduces the reduced alpha-cell mass observed in normoglycemic mice after liraglutide treatment [42].

Recent studies raised concern that incretin treatment might be accompanied by a proliferative effect on the exocrine pancreas, leading to histological changes, pancreatitis and an increased risk of pancreatic cancer in the long run [22-25,42], although these observations were not confirmed by other reports [9,17,51-54]. As the relative pancreas weight of liraglutide-treated pigs was increased compared to placebo-treated animals, we determined the proliferation rate of acinus-cells in the exocrine pancreas, but did not detect differences following liraglutide treatment. Therefore we exclude a proliferative effect of liraglutide on the exocrine pancreas in the GIPR^dn^ transgenic pig model. This is in line with studies investigating *Cynomolgus* monkeys and rats under incretin treatment that showed no differences in exocrine pancreas proliferation rate [9,17], and supported by the ADA/EASD/IDF consensually stating no need for modification of the current treatment recommendations on the basis of the current study data [55].

## Conclusions

The GIPR^dn^ transgenic pig model recapitulated principal clinical effects of liraglutide observed in type 2 diabetic patients. However, the reduction of body weight gain seen in adolescent pigs was more pronounced than the body weight-reducing effect after treatment of adult patients. Total alpha- and beta-cell mass was reduced in liraglutide- vs. placebo-treated animals, but not when related to body weight. Liraglutide treatment neither stimulated beta-cell proliferation in the endocrine pancreas nor acinus-cell proliferation in the exocrine pancreas after a 90-day treatment trial in our adolescent pre-diabetic pig model.

## Additional files

Additional file 1: Table S1. Composition of *ad libitum* offered standard pig diets produced by Zimmerer Werk, Landshut, Germany. Additional file 2: Table S2. Antibodies employed for Western blot analyses and their dilutions, all antibodies from Cell Signaling, Frankfurt, Germany. Additional file 3: Table S3. Clinical-chemical parameters in GIPR^dn^ transgenic pigs.

## Abbreviations

AKT: Protein kinase B
AMPK: AMP-activated protein kinase
AUC: Area under the curve
4EBP1: Eukaryotic initiation factor 4E binding protein
elF4E: Eukaryotic translation initiation factor 4E
GIP: Glucose-dependent insulinotropic polypeptide
GIPR: Glucose-dependent insulinotropic polypeptide receptor
GIPR^dn^: Dominant-negative GIPR
GLP1: Glucagon-like peptide-1
GLP1R: Glucagon-like peptide-1 receptor
GSK3B: Glycogen synthase kinase 3beta
HOMA-IR: Homeostasis model assessment-estimated insulin resistance
ISI_(Matsuda)_: Insulin sensitivity index according to Matsuda, IGF1R, Insulin-like growth factor 1 receptor
INSR: Insulin receptor
IVGTT: Intravenous glucose tolerance test
MMGTT: Mixed meal glucose tolerance test
mTOR: Mammalian target of rapamycin
S6K1: S6 kinase 1

# Supplementary material for: Effects of the glucagon-like peptide-1 receptor agonist liraglutide in juvenile transgenic pigs modeling a pre-diabetic condition
**Source:** J Transl Med. 2015 Feb 25;13:73. doi: 10.1186/s12967-015-0431-2
**Supplement:** Additional file 1: Table S1. — Composition of ad libitum offered standard pig diets produced by Zimmerer Werk, Landshut, Germany.

**Supplementary Table 1: Composition of *ad libitum* offered standard pig diets produced by Zimmerer Werk, Landshut, Germany**

|  | **Ferkelstarter UNI**  **(piglets up to 25 kg)** | **Zuchtschwein Getreidemischung UNI**  **(growing and adult pigs)** |
| --- | --- | --- |
| **MJ ME/kg** | 13.1 | 10.9 |
| **Crude protein %** | 17.5 | 13.6 |
| **Crude fat %** | 2.9 | 3.2 |
| **Crude ash %** | 5.3 | 5.9 |
| **Crude fiber %** | 3.5 | 7.9 |
| **Calcium %** | 0.7 | 0.9 |
| **Phosphorus %** | 0.6 | 0.6 |
| **Sodium %** | 0.2 | 0.2 |
| **Magnesium %** | 0.2 | 0.3 |

# Supplementary material for: Effects of the glucagon-like peptide-1 receptor agonist liraglutide in juvenile transgenic pigs modeling a pre-diabetic condition
**Source:** J Transl Med. 2015 Feb 25;13:73. doi: 10.1186/s12967-015-0431-2
**Supplement:** Additional file 2: Table S2. — Antibodies employed for Western blot analyses and their dilutions, all antibodies from Cell Signaling, Frankfurt, Germany.

**Supplementary Table 2: Antibodies employed for Western blot analyses and their dilutions, all antibodies from Cell Signaling, Frankfurt, Germany**

| **Antigen** | **Antibody** | **Host** | **Dilution** |
| --- | --- | --- | --- |
| p-GSK3β | #9322 | rabbit | 1:2000 |
| GSK3β | #9315 | rabbit | 1:2000 |
| p-Akt1 | #4060 | rabbit | 1:2000 |
| Akt1 | #4691 | rabbit | 1:2000 |
| p-mTOR | #5536 | rabbit | 1:1000 |
| mTOR | #2983 | rabbit | 1:1000 |
| p-AMPKα | #2535 | rabbit | 1:2000 |
| AMPKα | #2532 | rabbit | 1:2000 |
| p-4EBP1 | #2855 | rabbit | 1:2000 |
| 4EBP1 | #9644 | rabbit | 1:2000 |
| eIF4E | #9742 | rabbit | 1:2000 |
| p-INSRB/IGF1RB | #3024 | rabbit | 1:1000 |
| INSRB/IGF1RB | #3025 | rabbit | 1:1000 |
| p-p70S6K | #9205 | rabbit | 1:2000 |
| p70S6K | #2708 | rabbit | 1:2000 |
| TubA1A | #2521 | rabbit | 1:5000 |

# Supplementary material for: Effects of the glucagon-like peptide-1 receptor agonist liraglutide in juvenile transgenic pigs modeling a pre-diabetic condition
**Source:** J Transl Med. 2015 Feb 25;13:73. doi: 10.1186/s12967-015-0431-2
**Supplement:** Additional file 3: Table S3. — Clinical-chemical parameters in GIPRdn transgenic pigs.

**Supplementary Table 3: Clinical-chemical parameters in GIPR^dn^ transgenic pigs**

Clinical-chemical parameters in liraglutide- (L, n=9) and placebo-treated (P, n=9) GIPR^dn^ transgenic pigs prior to (8 weeks of age) and during the 90-day liraglutide/placebo treatment period. Longitudinal data were square-root transformed to approximate normal distribution. Transformed data of clinical-chemical analyses were evaluated by ANOVA (General Linear Models; SAS 8.2) taking the fixed effects of Group, Age, and the interaction Group*Age into account.

How the deposited data were processed for this re-analysis (not part of the article)

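The data are expression values of *biceps brachii* muscle from 8 liraglutide- and 8 placebo-treated GIPR dn transgenic pigs, measured on a custom Affymetrix Gene ST array of pig genes with 1 array per pig. The authors deposited 1 table of expression values per probe, read here as log2 from their range, in which the arrays already have near-equal medians. The submitters' processing notes name Affymetrix Power Tools without a version, and the summarisation, background correction and normalization are not given in the sources used here. No scanner files were used here, so a signal over background cannot be given and the level at which a transcript is absent is unknown.

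Gene names were taken from the platform annotation. Of 24219 probes, 11999 have 1 symbol, 458 have several and 11762 have none. The gene ID of 11715 named probes was found in the Sscrofa11.1 gene table, which updated 5 symbols. The genome build of the array is not known, so no coordinates are given. Where a gene had several probes, the one with the highest mean over the 16 arrays was used, which left 11179 genes, 767 of them with several probes. A further 558 probes repeat the values of another probe.

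All analyses were run in R 4.3.3 with limma 3.58.1. Each probe was fitted with treatment as the only term (lmFit and eBayes, without trend or robust fitting), and p was adjusted by Benjamini-Hochberg over all probes, with a threshold of 0.05. Permutation tests over single genes, scores and the share of variance in all 16 pigs used all 12870 splits into 8 and 8 and were two-sided for differences of means. The smallest p they can give for a difference of means is 0.000155. Tests within 1 number range used the splits of its pigs that keep its group sizes, and the smallest p these can give is 0.0179. The share of variance within the ranges used 3136 splits that keep each range's group sizes. Gene lists were tested by camera with an inter-gene correlation of 0.01 on 1 probe per gene, adjusted over the lists, with camera under an estimated correlation and fry beside it. Of 24 lists, 22 had at least 5 measured genes and were tested. The list of blood markers had 4, and that of sex-linked genes had 0. The group mapping, tests, lists, rule for named genes and other settings were fixed before the data were examined. The rule named the genes of the proteins blotted or drawn in Fig. 6 and a set of hallmark genes (43 listed, 27 measured, 16 without a probe of 1 symbol), the 5 genes with the smallest p in each direction because no probe passed, and the 2 members with the smallest p in each list.

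The limma, camera and permutation steps were tested on simulated data with known answers before use. The other settings were a filter on dim probes, quantile normalization, subtraction of array medians, another variance model, array weights, an exact Mann-Whitney U test, an unadjusted threshold, 1 probe per gene, the pig number range as a block and each range alone, the first principal component of the residuals as a covariate, and leaving out each pig. For lists, the mean of all probes of a symbol was also used. Added after seeing the data were the fits without the pigs with liver or kidney transcripts, with repeated probes counted once, and with each array's intensity trend (lowess, span 0.3) removed. A sex comparison was left out because sex is not labelled per pig and was not inferred from the values.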

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

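The marker lists of liver, kidney and skin, and the tests of explanations for the liver and kidney transcripts, were chosen only after their transcripts were seen. In 208 groups of values examined, 13 held a single pig whose gap to the next was past the 95% limit of Dixon's ratio for 8 values, and chance gives about 1 in 20, or 10.4. They are the liver score of pig 1326, the kidney scores of pigs 1326 and 1316 and the values of the last paragraphs. The liver scores of placebo-treated pigs 1316 and 1497 were not past the limit, and single liver and kidney genes were not examined so.

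Transcripts of liver and kidney stood high in some muscle samples. The liver score, the mean deviation of 29 measured liver genes from their median, was 1.47 in placebo-treated pig 1316, 1.13 in placebo-treated pig 1497 and 0.53 in liraglutide-treated pig 1326, whereas the other liraglutide-treated pigs lay between -0.16 and 0.05. The kidney score over 17 genes was 1.15 in pig 1316 and 1.08 in pig 1326. ALB, the albumin transcript, lay 6.02 (log2) above its median in pig 1316, 5.71 in 1497, 3.52 in 1326 and 3.11 in placebo-treated pig 1502, and FGG, a fibrinogen chain, 5.52, 4.98, 2.16 and 1.11 in the same pigs. The kidney transport genes LRP2 and SLC5A12 lay 3.17 and 3.31 above their medians in pig 1316 and 2.81 and 3.26 in pig 1326. ALB had a log2 fold change of -1.48 between the treatment groups that did not pass the limma test (adjusted p = 0.69).

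A first explanation, that a whole sample of another organ carries a muscle label, is argued against by the fast fibre score, whose lowest value in the 3 pigs was -0.10. Liraglutide treatment as the cause is argued against by the 2 placebo-treated pigs with a liver or kidney score over 0.5. Some tissue or RNA of these organs mixed into the muscle samples stays open as a hypothesis. Of the liver genes, 51.7% lay over 0.5 above their median in pig 1497, 65.5% in 1316, 20.7% in 1326 and 13.8% in 1502, and these shares decide nothing, since the pigs were picked on the same genes. Of the 29 liver and 17 kidney genes, 4 and 8 have a median above that of all probes in these muscle samples, and at which step a mixture arose was not tested.

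Skin markers (3 genes) had a score of 0.73 in placebo-treated pig 1502. The same pig had the highest placebo scores for immune markers (0.36) and cell cycle genes (0.25). Blood markers (4 genes) had a score of 1.39 in liraglutide-treated pig 1331 and 0.76 in placebo-treated pig 1315.

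Among single genes, GSK3B was at 10.79 in liraglutide-treated pig 1492 and CCDC173 at 4.53 in 1313. INSIG1 was at 7.58 in placebo-treated pig 1497. HSPD1 was at 10.69 and ADRB1 at 8.13 in liraglutide-treated pig 1488.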

How the results depend on the processing

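At an adjusted p under 0.05, 0 probes were higher and 0 lower under each of 30 other settings, and the unadjusted threshold gave 1094 higher and 1102 lower. The smallest adjusted p over leave-one-out settings was 0.0904, without liraglutide-treated pig 1506. The list calls (4 higher, 1 lower) ended with an estimated correlation and within range B of the pig numbers (0 higher and 0 lower in each), where 8 pigs remained. Fry called 2 higher and 1 lower, all among the 5. It did not call the glucose use list (adjusted p = 0.133) or the atrophy and autophagy list (0.0947). Lists called lower numbered 2 after quantile normalization and 2 without the 3 pigs with liver or kidney transcripts, a fit added after seeing the data. Leaving out each pig in turn gave 4 to 5 lists higher and 1 to 2 lower, and kept the 5 calls each time; the 2 lower came without placebo-treated pig 1316. With the number range as a block the 5 calls were kept. The atrophy and autophagy call was lost over the brighter probes (adjusted p = 0.0884), after quantile normalization (0.0660), with the intensity trend removed (0.0643, added after seeing the data), without the 3 pigs (0.0552) and within range A (0.0609). Its adjusted p lay between 0.000691 and 0.288 over all settings. The share of variance was 7.85% to 9.27% on leaving out each pig, and 9.03% (exact permutation p = 0.0491) over the brighter probes. It was past the threshold also without placebo-treated pig 1505 (9.27%, exact permutation p = 0.0258). The share computed within number ranges was 7.20% (exact permutation p = 0.264). The causes were not tested. No named gene passed under another setting with adjusted p. The paper shows littermates given different treatments, but litter is not labelled per pig, so no paired analysis was possible. Without a background measure, what signal over background limits is unknown.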

Differences from the paper's values

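None of these tests was chosen after results were seen, apart from the splits that keep each range's group sizes. The paper gives no value for these arrays and states that it found no effect of treatment on the muscle transcriptome, with 0.05 as the general threshold of its Statistics section. By probe, 0 passed limma at an adjusted p under 0.05, with 2196 at an unadjusted p under 0.05, and 0 passed the exact Mann-Whitney U test (2192 unadjusted). The p of the Mann-Whitney test cannot lie below 0.000155 with these group sizes, so its 0 adds little. For the unadjusted counts chance cannot be excluded, which rests on those splits and is described under the other observations below. By gene list, camera with a preset correlation called 4 lists higher and 1 lower, and with an estimated correlation it called 0. Within range B of the pig numbers 0 lists were called.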

Other observations

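The tests without the 3 pigs, with the intensity trend removed, on the number range as an explanation and with splits that keep the range's group sizes, and the search for probes with separate groups of values, were chosen only after results were seen.

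Probes at an unadjusted p under 0.05 made up 9.07%, where 5% is expected without any difference. Of 100 splits of the 16 pigs into 8 and 8, 3 gave a count as large as the real 2196 probes, the real one included (highest other 2763), whereas the splits decide nothing for the count of 0 at an adjusted p, since no count can lie below it (highest other 1). These splits ignore the number range, and of 100 that keep each range's group sizes, with the range as a block, 12 gave a count as large as the real 1762 (highest other 3366), so that chance cannot be excluded for the excess. Once a trend with intensity was removed the share was 8.42%, which 4 of 100 splits that keep those sizes reached without the block (highest other 11.4%). The trend was not removed in a fit with the block. Since chance cannot be excluded for what remains, this share cannot decide whether the trend is the whole source. Liver or kidney tissue in some samples stays open, with a share of 8.16% without the 3 pigs that 9 of 100 such splits reached, also without the block (highest other 12.5%), and with pig 1502 (liver score 0.24) still in, as do the number range (7.28% as a block, 6.71% within range A alone and 3.44% within range B alone) and, not labelled per pig and not tested, sex and fasting before necropsy.

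For the 5 gene lists called by camera, chance cannot be excluded. Of 100 splits, 21 called as many lists, and the highest of the others called 8; of 100 that keep each range's group sizes, 17 did (highest other 7). Without the 3 pigs with liver or kidney transcripts 4 of the 5 calls were kept, and with the intensity trend removed 4 were kept. With the trend removed the medians were smaller: 0.06 in place of 0.10 for the ribosomal list, 0.07 in place of 0.12 for glucose use and 0.06 in place of 0.09 for insulin signaling. Since splits of the pigs called as many lists, the kept calls cannot exclude liver or kidney tissue in some samples or intensity-dependent scaling between arrays.

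Treatment had no interaction with the number range that passed limma (0 probes, smallest adjusted p = 0.705, 708 probes at an unadjusted p under 0.05).

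The slow fibre score varied more between pigs than between groups. It was -0.81 in liraglutide-treated pig 1503, -0.68 in 1488 and -0.58 in placebo-treated pig 1497, and 0.35 and 0.34 in liraglutide-treated pigs 1492 and 1495.

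Of all probes, 8 had 16 values with a gap over 1.5 (log2) and at least 4 pigs on each side. In 6 unnamed probes the same 7 pigs were high: 1326, 1488, 1492 and 1495 on liraglutide and 1311, 1323 and 1502 on placebo. In the probe with the largest gap the 9 low pigs lay between 4.30 and 4.81 and the 7 high pigs between 8.47 and 9.47. The group they form is not labelled and entered no comparison.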
